A study of Rattus norvegicus with 24 samples. Its data were reported in "Sex-specific nicotine sensitization and imprinting of self-administration in rats inform GWAS findings on human addiction phenotypes" (2021).

How the data were processed

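The data are 24 RNA-seq libraries from 8 male F1 rats, with 1 library per rat from each of the NAc core, the NAc shell and the VTA. Groups were taken from the sample labels, which give the region, the cross (A or B), the injection on days 1 to 4 and the preparation batch; the rat number is the first number of the sample title, and 1 rat carries the same number in all 3 regions. The labels abbreviate the regions, and their reading as core and shell follows the study's methods. Each group of region and cross holds 4 libraries, and 2 of the 4 rats of each cross had been injected with nicotine and 2 with saline. Replicates are named by rat number (1, 2, 11 and 15 in cross A; 3, 4, 13 and 16 in cross B).

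The deposited values were estimated counts per gene, as whole numbers, for 17323 Ensembl gene IDs in 24 columns. According to the study's methods, the authors trimmed paired reads with fastp, quantified them with salmon against the rat genome Rnor 6, and summed transcript estimates to genes with tximport; these estimated counts were deposited without normalization, and the study tested them with DESeq2. The values had been rounded before deposition and were used as they stand. Salmon divides reads that fit several transcripts by estimation, so genes of near-identical sequence can exchange counts. All 24 columns were matched to samples by title, and 0 columns were left without a sample. Every gene in the table had a total of at least 13 counts over the libraries; how genes were chosen for the table is not stated. The gene table of the reference held 0 of the Ensembl IDs and the deposited table holds IDs alone, so symbols, chromosomes and positions were not used here. The planned tests that need them were not run, namely the cell type, process, imprinted and mitochondrial gene lists, the genes the study names, the Y-linked and sex check genes, the region markers, the X-linked share and the fits on autosomal genes.

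Genes with a normalized count (median-ratio size factors) over 10 in at least 3 of the 24 libraries were tested, which kept 16289 genes with 99.98% of the counts and left out 1034. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 under R 4.3.3) with TMM normalization, fitted to the 8 libraries of a region with the cross as the only term, in the manner of the study, which names no covariate. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and counts at an unadjusted p under 0.05 are given because the study reported its genes at that level. Injection, the interaction of cross and injection, region, and the interaction of cross and region were fitted the same way, the last 2 over the 16 libraries of 2 regions. Standard errors were derived from the fold change and its F statistic. All tests were two-sided. Principal components were taken from log2 CPM with a prior count of 2. Fold changes against a group with 3 counts or fewer in each library were computed against 3 counts and are lower bounds. Such floors cover counting error only.

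The genes named by ID were chosen by a rule set before the data were examined: in each region up to 5 higher and 5 lower in cross A with the smallest adjusted p among those under 0.05 whose cross A libraries all lay outside the range of the cross B libraries, and, in a region with none, the 2 genes of smallest p in each direction. The tests, covariates and alternatives were also set before the data were examined unless said otherwise. Alternatives were DESeq2 1.42.0, median-ratio size factors in edgeR (RLE), edgeR's filterByExpr, no filter, injection, cross or preparation batch as a covariate, saline-injected or nicotine-injected rats alone, 1 fit over all 24 libraries, rank correlation, genes with a mean normalized count of at least 100, rat as a replicate block, and each replicate left out in turn.

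The libraries of 1 rat were checked for pairing. The correlation of their deviations from the group means ranged from -0.11 to 0.12 between NAc core and NAc shell, from -0.01 to 0.18 between NAc core and VTA and from -0.07 to 0.13 between NAc shell and VTA, and was over 0.1 in 1, 1 and 2 of the 8 rats. The pairing therefore rests on the shared rat, not on these correlations. Replicate libraries were compared as well. Over the 36 pairs within groups, a chi-square statistic of their counts was 5.51 to 140 times its degrees of freedom. No library was therefore a copy of another in its group, and pairs across groups were not compared. Depth per library ranged from 17563458 to 24405856 counts.

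The fits were tested on simulated counts for 16289 genes, of which 200 were changed. Means, library sizes and spreads were those of the NAc core libraries, and for the replicate block those of NAc core and NAc shell. With 4 libraries against 4, edgeR recovered 8.5% of the genes changed 1.3-fold, 72.5% of those changed 2-fold and 87% of those changed 4-fold, with 4 of 21, 9 of 154 and 17 of 191 calls false. DESeq2 recovered 77% of the genes changed 2-fold, with 23 of 177 calls false. The interaction of cross and injection recovered 77.5% of 4-fold changes. With the replicate block, 82.5% of 2-fold changes between 8 and 8 libraries were recovered. The limit on false calls that the simulation had to meet was widened once after its outcome had been seen. Small changes were therefore mostly not detectable with 4 libraries per cross. Differences between the crosses were not simulated from NAc shell or VTA libraries, so the recovery does not carry over to VTA. The chi-square statistic above was 8.81 to 140 times its degrees of freedom between VTA replicates. Between NAc core replicates it was 5.51 to 23.4 times. For each comparison of groups of 4, the count of genes was computed for all 35 divisions of the 8 libraries into 4 and 4, and for regions for 40 of the 128 ways to exchange the 2 regions within rats. Figures were drawn with matplotlib 3.10.9.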

Results

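Messenger RNA was sequenced from 3 brain regions of male F1 rats whose parents came from a pair of inbred lines, F344 (Fischer) and BN (Brown Norway). The regions were the core and the shell of the nucleus accumbens (NAc core, NAc shell) and the ventral tegmental area (VTA). Cross A had an F344 father and a BN mother, and cross B had a BN father and an F344 mother. According to the sample labels, the rats were injected daily for 4 days with 0.4 mg/kg nicotine or with saline; the study's own methods do not mention these injections for the self-administration rats. All of them later received intravenous nicotine at 30 µg/kg per infusion, with 10 infusions in each of 6 sessions, and tissue was taken on day 15. The comparison of the crosses addressed whether gene expression differed between rats that share both parental strains but differ in which strain was the father. The study had seen the crosses differ in nicotine self-administration. As all rats were male, cross A carried the BN X chromosome and cross B the F344 X chromosome. The comparison therefore does not separate the parent of origin from a difference in X-linked sequence. There were 8 rats, 4 per cross, and each gave 1 library per region, so that 24 libraries formed 6 groups of 4. The deposited values were estimated counts for 17323 genes. The total count per library ranged from 17563458 to 24405856. Totals of cross A and cross B did not differ in any region by a two-sided exact permutation test (p = 0.714 in NAc core, 0.514 in NAc shell and 0.486 in VTA, with 4 libraries per cross, where the smallest possible p was 0.0286). Of the 17323 genes, 16289 had a normalized count over 10 in at least 3 libraries and were tested.

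Regions were the main source of variation. The first principal component of the 500 most variable genes held 53.8% of the variance and separated all 8 VTA libraries from the 16 NAc libraries. NAc core libraries lay between 21.7 and 28.3 on it, and NAc shell libraries between 14.8 and 23.5. The library labelled VTA A replicate 2 lay at -18.9, and the other 7 VTA libraries lay between -54.0 and -45.9. That library also held genes of high VTA expression at a median of 13.6% of their level in the other VTA libraries, so VTA values of cross A are given with this library named where it changed them. On the first component the ranges of the crosses overlapped in each region. On the second component, with 5.72% of the variance, VTA A replicate 1 lay at -24.8 and VTA A replicate 2 at -39.6. The remaining VTA libraries lay between 3.93 and 11.2. Both libraries apart on it came from nicotine-injected rats of cross A. Fits without VTA A replicate 2 alone therefore still hold a VTA library of cross A that lay apart.

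**Figure D1:**
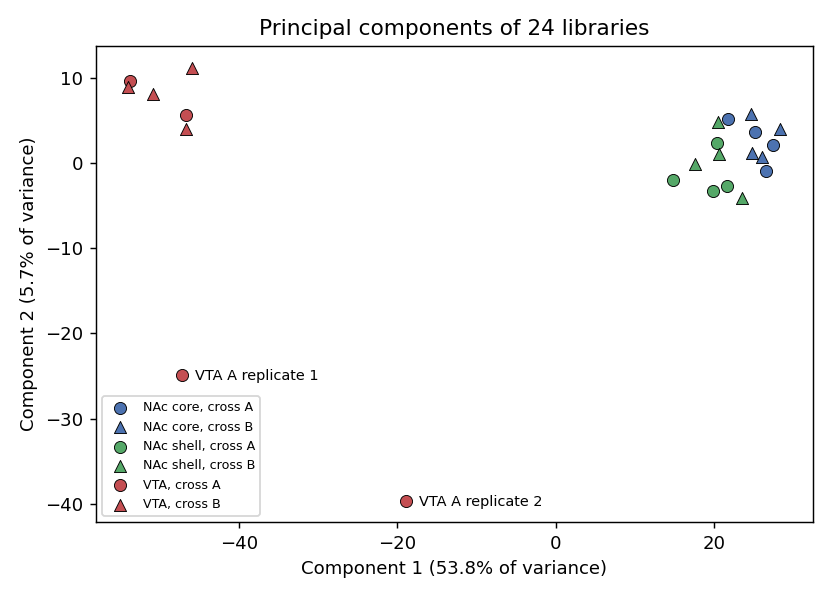
The 24 libraries are placed by their scores on principal components 1 (x axis, 53.8% of variance) and 2 (y axis, 5.72% of variance) of log2 CPM. Colour gives the region, and circles are cross A and triangles cross B. The library labelled VTA A replicate 2 lies at -18.9 on the x axis, apart from the other VTA libraries. VTA A replicates 1 and 2 lie at -24.8 and -39.6 on the y axis, below the other VTA libraries.

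**Figure D2:**
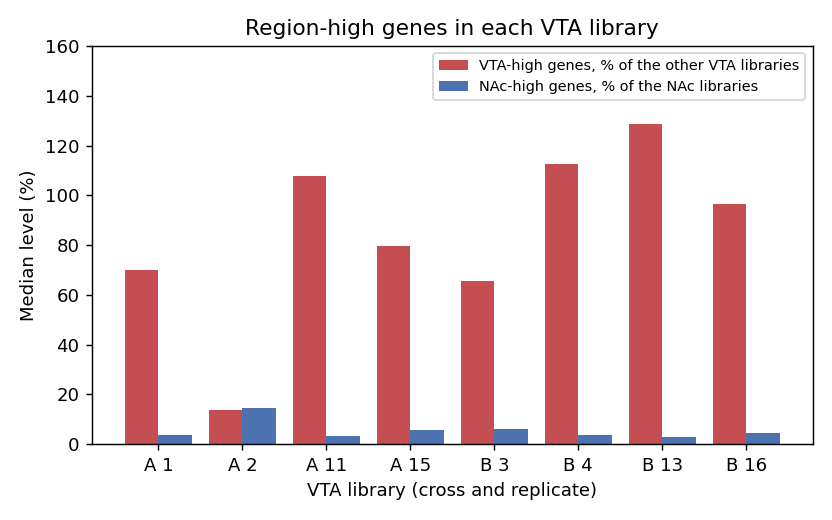
Median level, in percent (y axis), of 19 genes of high VTA expression relative to the other VTA libraries (red bars) and of 33 genes of high NAc expression relative to the NAc libraries (blue bars) in each VTA library (x axis, cross and replicate). VTA A replicate 2 stands at 13.6% for the VTA-high genes, where the other libraries lie between 65.8% and 129%, and at 14.6% for the NAc-high genes, where the others lie between 2.89% and 6.03%.

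Differences between regions exceeded the spread between rats for a large share of the genes. With edgeR's quasi-likelihood test and an adjusted p (Benjamini-Hochberg) under 0.05, 2457 genes differed between NAc core and NAc shell, of which 1283 were higher in the core. Between NAc core and VTA 10072 genes differed, 5008 of them higher in the core. Between NAc shell and VTA 9746 genes differed, 4770 of them higher in the shell. Relative to its size, the count that moved most under another setting was that of NAc core against NAc shell, which was 1944 without replicate 3.

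Few genes passed the adjusted threshold between the crosses. In NAc core 3 of 16289 genes had an adjusted p under 0.05, with 2 higher and 1 lower in cross A. In NAc shell there was 1, higher in cross A. In VTA there were 0, and the smallest adjusted p was 0.812. Without the library labelled VTA A replicate 2 the smallest adjusted p was 0.0981, and without replicate 11 of cross A it was 0.373. Without any other single VTA library it was 0.771 or more. DESeq2 moved these counts most in the NAc core, where it called 60 genes, 18 higher and 42 lower in cross A; it called 5 in NAc shell and 6 in VTA. Single libraries decided some of the counts. The NAc core count fell to 1 without replicate 2 of cross A and without replicates 3, 4 or 16 of cross B. The NAc shell count was 0 without any single replicate of cross A or without replicate 16 of cross B, 2 without replicate 4 of cross B, and 3 without replicate 3 or replicate 13 of cross B.

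At an unadjusted p under 0.05, where 814 of the 16289 genes are expected by chance alone, 1524 genes differed in NAc core (768 higher and 756 lower in cross A), 652 in NAc shell (276 higher, 376 lower) and 929 in VTA (606 higher, 323 lower). With median-ratio size factors the NAc core split was 702 higher and 825 lower. The NAc core count was the largest among the 35 ways to divide the 8 libraries into 4 and 4. The NAc shell count was reached or exceeded by 20 of the 35 divisions, the real one included, and the VTA count by 11. Most of these genes changed by less than 2-fold: 91.2% in NAc core, 82.1% in NAc shell and 72.7% in VTA. Genes whose 4 cross A libraries all lay above or all below the 4 cross B libraries made up 5.43% of tested genes in NAc core, 2.57% in NAc shell and 3.28% in VTA, against 2.86% expected by chance. The NAc shell count fell to 431 without replicate 2 of cross A and rose to 1112 without replicate 13 of cross B. The VTA count rose to 1802 without replicate 11 of cross A and fell to 511, 475 and 409 without replicates 3, 4 and 13 of cross B; without the library labelled VTA A replicate 2 it was 1181.

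**Figure D3:**
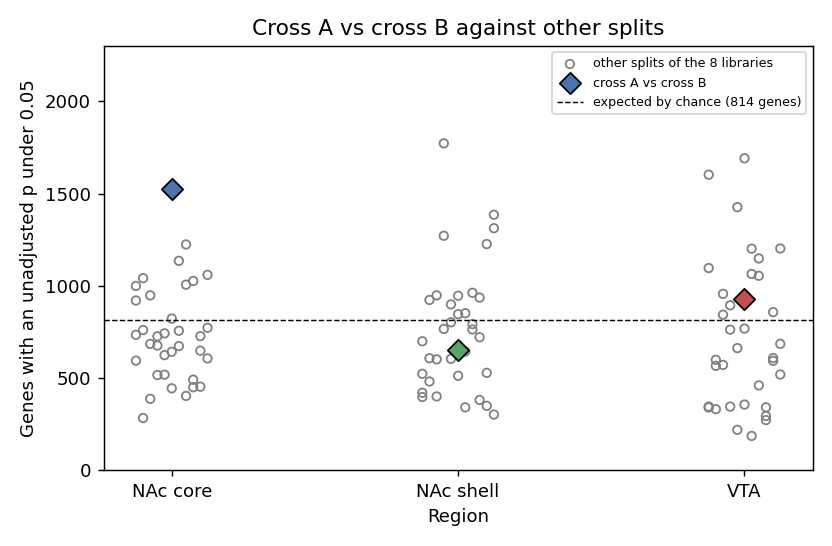
Each point is the number of genes (y axis) with an unadjusted p under 0.05 in edgeR's test for one division of the 8 libraries of a region (x axis) into 4 and 4. Diamonds are cross A against cross B (1524, 652 and 929 genes), open circles are the other divisions, and the dashed line marks the 814 genes expected by chance; only in NAc core does the diamond lie above all circles.

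The deposited table identifies genes by Ensembl gene ID and does not pair the IDs with symbols or positions. ENSRNOG00000022595 had the smallest adjusted p in both NAc regions. In NAc core its normalized expression in cross A was 2.71 ± 0.231 CPM (counts scaled to the normalized library total; SD, n = 4), from 45 to 59 counts per library, and all 4 cross B libraries held 0 counts. Against the limit that a count of 0 allows (3 counts), cross A was at least 17.1-fold higher (edgeR adjusted p = 0.00299). In NAc shell cross A had 1.97 ± 0.467 CPM (SD, n = 4) from 27 to 49 counts, cross B again had 0 counts in all 4 libraries, and cross A was at least 13.2-fold higher (edgeR adjusted p = 0.0294). In VTA, replicates 1, 11 and 15 of cross A held 60, 52 and 65 counts, the library labelled VTA A replicate 2 held 0, all 4 cross B libraries held 0, and the adjusted p was 0.812. With the injection as a covariate the adjusted p was 0.0109 in NAc core and 0.0701 in NAc shell. Over the 16 alternatives that gave one, it ranged from 0.00212 (no filter) to 0.278 (saline-injected rats alone) in NAc core. Over 17 in NAc shell it ranged from 1.38e-08 (DESeq2) to 0.311 (1 fit over all 24 libraries), and it exceeded 0.05 there without any single replicate of cross A and without replicate 16 of cross B.

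**Figure D4:**
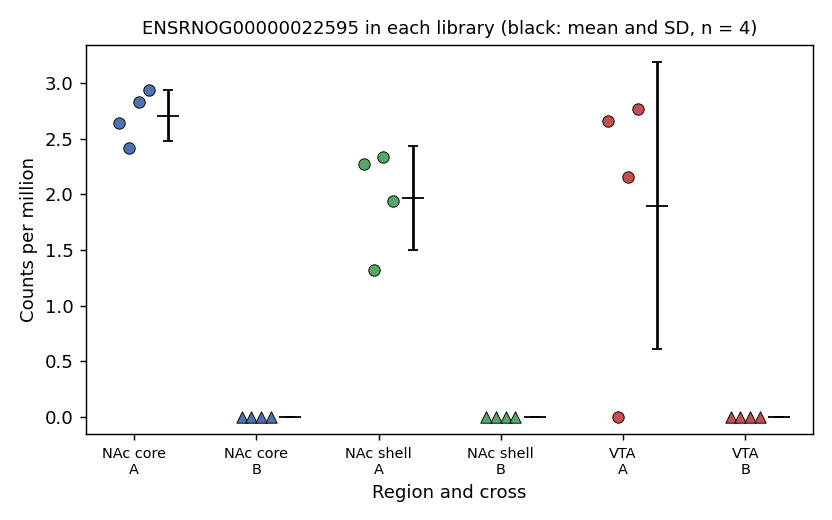
Expression of ENSRNOG00000022595 in CPM (y axis) in each library, by region and cross (x axis); black bars give the mean and SD of 4 libraries. All 12 cross B libraries lie at 0, and the cross A libraries lie above 1 except the library labelled VTA A replicate 2, which is at 0.

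The other genes past the threshold were in NAc core. ENSRNOG00000006761 had 55.7 ± 1.96 CPM in cross A and 40.4 ± 1.18 CPM in cross B (SD, n = 4 each), a log2 fold change of 0.46 ± 0.06 (SE, edgeR adjusted p = 0.0465). It did not differ in NAc shell (log2 fold change 0.13 ± 0.09, adjusted p = 0.995) or VTA (-0.03 ± 0.18, adjusted p = 0.984), and its NAc core call was lost in each of the 8 fits without 1 library. ENSRNOG00000002592 was lower in cross A, with 8.93 ± 1.81 CPM against 20.9 ± 3.30 CPM (SD, n = 4 each) and a log2 fold change of -1.23 ± 0.16 (SE, edgeR adjusted p = 0.0395). It was lower in cross A in NAc shell as well (-0.84 ± 0.16), without passing the adjusted threshold (adjusted p = 0.745). In VTA the log2 fold change was -0.31 ± 0.28 (adjusted p = 0.864), where the library labelled VTA A replicate 2 held 14.9 CPM, the other cross A libraries 6.30 to 7.23 CPM and the cross B libraries 9.46 to 12.1 CPM. The NAc core call was lost in 6 of the 8 fits without 1 library. Both genes had 4 cross A libraries outside the range of the 4 cross B libraries in NAc core.

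No VTA gene passed. The genes with the smallest unadjusted p were ENSRNOG00000048248 (7 to 12 counts per cross A library and 0 in cross B) and ENSRNOG00000022414 (log2 fold change 0.35 ± 0.07) among those higher in cross A, and ENSRNOG00000013376 (-0.38 ± 0.09) and ENSRNOG00000040257 (-0.31 ± 0.07) among those lower, all with an adjusted p of 0.812 in edgeR's test. ENSRNOG00000048248 is near the floor, and ENSRNOG00000022414 passed only under DESeq2, with all libraries (adjusted p = 0.00490) or without VTA A replicate 2 (adjusted p = 0.0441), the alternatives reaching up to 1.

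The preparation batches limit the comparison of the crosses. Among the nicotine-injected rats, cross A was prepared in batch E and cross B in batch F, apart from VTA A replicate 2 (batch L). The saline-injected rats of both crosses were prepared in batch G, apart from VTA B replicate 16 (batch L). In NAc core and NAc shell, only the saline-injected rats therefore compare the crosses within a batch, with 2 libraries of each cross. In VTA batch G holds 2 libraries of cross A and 1 of cross B, and batch L holds 1 of each cross that also differ in injection. In the saline-injected rats alone, 3 genes passed in NAc core, 4 in NAc shell and 0 in VTA, with 1339, 409 and 492 genes at an unadjusted p under 0.05. In the nicotine-injected rats alone, 19, 120 and 0 genes passed, with 1151, 1944 and 877 at an unadjusted p under 0.05. The genes at an unadjusted p under 0.05 in the nicotine-injected rats had the same direction in the saline-injected rats for 62.2% in NAc core, 37.8% in NAc shell and 48.3% in VTA. None of the 3 genes called in NAc core or the 1 called in NAc shell reached an adjusted p under 0.05 in the saline-injected rats alone. All of them kept their direction there. In NAc core the log2 fold change was 0.48 for ENSRNOG00000006761 and -1.23 for ENSRNOG00000002592, against 0.46 and -1.23 over all 8 libraries. The genes were chosen on libraries that include these. ENSRNOG00000022595 held 57 and 59 counts in the saline-injected cross A rats in NAc core and 49 and 38 in NAc shell, and 0 in cross B. With batch as a covariate 2, 1 and 0 genes passed in NAc core, NAc shell and VTA, but no gene named here was among them. The adjusted p of ENSRNOG00000022595 was 0.0825 in NAc core and 0.184 in NAc shell. That of each of the other genes called in NAc core was 0.135. Their log2 fold changes in NAc core, where only batch G compares the crosses, were 0.48 for ENSRNOG00000006761 and -1.23 for ENSRNOG00000002592. At an unadjusted p under 0.05 this fit gave 1622, 596 and 803 genes in the 3 regions, against 1524, 652 and 929 without the covariate.

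Fold changes between the crosses were compared across regions to ask whether the regions shared them. Across the 16289 genes, which are not independent replicates, Pearson's r was 0.22 between NAc core and NAc shell (Spearman's rho 0.29), 0.02 between NAc core and VTA (rho -0.06) and 0.01 between NAc shell and VTA (rho 0.04). The NAc core and NAc shell value was the largest of the 35 divisions of the 8 rats into 4 and 4, whose other members had a median r of 0.07 and a maximum of 0.18. Within the saline-injected rats this r was 0.14, and within the nicotine-injected rats it was 0.10. The corresponding values were 0.18 and -0.000919 for NAc core and VTA, and 0.01 and 0.07 for NAc shell and VTA. At an unadjusted p under 0.05 in both regions there were 189 genes in NAc core and NAc shell, against 61 expected for unrelated lists, and 185 of them had the same direction. NAc core and VTA shared 74 (87 expected), of which 24 had the same direction; NAc shell and VTA shared 27 (37 expected), of which 17 had the same direction. Across all 3 regions 5 genes had an unadjusted p under 0.05 and the same direction. The difference between regions was also tested as an interaction of cross and region. It gave 0 genes with an adjusted p under 0.05 for each pair of regions, with 357 genes at an unadjusted p under 0.05 for NAc core and NAc shell, 1490 for NAc core and VTA, and 951 for NAc shell and VTA. Single rats moved these last counts by over 1.5 times: NAc core and NAc shell gave 543 without replicate 15, NAc core and VTA gave 864 without replicate 13, 950 without replicate 3 and 2294 without replicate 11, and NAc shell and VTA gave 532 without replicate 3 and 624 without replicate 4.

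The injections on days 1 to 4 were compared in the same libraries, 4 nicotine against 4 saline per region, without regard to cross. In this fit no gene had an adjusted p under 0.05 in any region. Genes at an unadjusted p under 0.05 numbered 1041 in NAc core, 481 in NAc shell and 331 in VTA, against 814 expected by chance. The NAc core count was 690 without replicate 1 of cross A. The VTA count was 187 without replicate 11 of cross A, and 562, 524 and 141 without replicates 3, 4 and 13 of cross B. With cross as a covariate 1 gene passed in NAc core, 0 in NAc shell and 0 in VTA, with 1156, 473 and 244 at an unadjusted p under 0.05. DESeq2 called 3, 4 and 4 genes, and without replicate 11 of cross A edgeR called 1 in NAc shell. Nicotine and saline libraries came from different preparation batches, except that batch L held 1 VTA library of each, so injection and batch cannot be told apart.

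Whether the difference between the crosses depended on the injection was tested as an interaction, with 2 libraries per cell. In NAc core 1 gene passed, in NAc shell 57 and in VTA 0, with 959, 1208 and 878 genes at an unadjusted p under 0.05. In NAc shell 55 of the 57 had a larger difference of cross A over cross B in the nicotine-injected rats, and the absolute log2 interaction had a median of 1.60 (1.57 without the 3 genes that held a 0). The gene called in NAc core was ENSRNOG00000034040, named after its values were seen; it held 0 counts in 11 of the 24 libraries and 115 to 228 counts in the others. The crosses of the nicotine-injected rats lay in different batches, so this interaction is also a contrast of batches. DESeq2 called 17, 225 and 79 genes for the interaction.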

Values the study reported

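The study counted 16,063 genes as expressed in the self-administration experiment. At an unadjusted p below 0.05 it listed 1534 genes as differing between subgroups A and B in the NAc core, 387 in the NAc shell and 1070 in the VTA. It described most of these changes as smaller than 2-fold.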

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

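All tests in this part, apart from the fits set beforehand, were chosen after the result had been seen. Those fits were the interaction of cross and injection, the nicotine-injected rats alone and edgeR's fit without VTA A replicate 2. The count of genes above both VTA and NAc replaced a first count that had not met what was predicted for it. Per-library values (top gene share, number of genes with a count, total, position on the first component, level of VTA-high genes, and the CPM of the named genes) were compared within groups of 4 or 8 libraries by Dixon's ratio. Of 41 such comparisons, 3 had a library apart from the others, against 2.05 expected by chance.

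The library labelled VTA A replicate 2 lay at -18.9 on the first principal component, between the other VTA libraries (-54.0 to -45.9) and the NAc libraries. Its 19 genes of high VTA expression (at least 16-fold over NAc) stood at a median of 13.6% of their level in the other VTA libraries, which themselves ranged from 65.8% to 129%. Against the other VTA libraries 326 genes were over 4-fold higher in it and 305 over 4-fold lower. NAc tissue in place of VTA tissue is argued against by the 33 genes of high NAc expression, whose median was 14.6% of the NAc level (2.89% to 6.03% in the other VTA libraries), far below what a sample of NAc would show. Depth is argued against as well: when the other VTA libraries were drawn down to the lowest VTA total, the lowest level of VTA-high genes among them was 66.9%. Tissue from outside the 3 regions may be part of the sample and remains open. In this library 78 genes were over 4-fold above both the mean of the other 7 VTA libraries and that of the NAc libraries, but VTA A replicate 1 had 145 such genes and the remaining VTA libraries 11 to 32, each against a VTA mean without VTA A replicate 2. The count first chosen, genes over 4-fold above all other 23 libraries, was 10 in VTA A replicate 2 and 37 in VTA A replicate 1, so on both counts replicate 1 was the higher. Batch L remains open, because its other library, VTA B replicate 16, held VTA-high genes at 96.6% but comes from another dissection, cross and injection. Whether the sample came from a cross B rat also remains open. ENSRNOG00000022595, at 52 counts or more in the other cross A libraries of VTA, had 0 counts in it, as in cross B. The NAc core and NAc shell libraries labelled with the same rat held 46 and 27 counts of this gene. ENSRNOG00000002592, chosen in NAc core, had 14.9 CPM in it, above the cross B libraries of VTA (9.46 to 12.1 CPM). The other cross A libraries of VTA lay below those of cross B, at 6.30 to 7.23 CPM. ENSRNOG00000022414, which DESeq2 also called without this library, had by contrast 146 CPM in it. That lay among the other cross A libraries (133 to 153 CPM) and above the cross B libraries (114 to 115 CPM). The gene was higher in NAc, with group means of 201 to 230 CPM, and this library lay towards NAc on the first component. Its value therefore does not place the library in cross A. The other genes named for VTA had been chosen with this library among cross A, so that their values place it there by choice. Of the 6 genes that DESeq2 called without it, it lay nearer to cross A for 2. Of the 100 genes of smallest p in edgeR's fit without it, it lay nearer to cross A for 47, where the other cross A libraries, treated alike, gave 7 to 55 and the cross B libraries 28 to 53. The set of 100 genes therefore did not part the crosses in VTA. Of 15 genes that separated the crosses in NAc, 10 lay on the cross A side in it, within the 9 to 11 of the cross B libraries. The other cross A libraries of VTA each had 12, so this set placed it with cross B. The counts of the crosses lay close together, however, and its VTA-high genes were low, so this does not decide.

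The most abundant gene took 3.05% of the counts in VTA B replicate 3, against 2.31% to 2.36% in the other cross B libraries of VTA. Other tissue in the sample could lower VTA genes in relation to it, and 227 genes were over 4-fold lower in this library than in the other VTA libraries. One library does not decide this, and no biological explanation was tested.

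ENSRNOG00000040257 had 89.0 CPM in VTA B replicate 16, against 84.5 to 85.0 CPM in the other cross B libraries of VTA. The library belongs to batch L, and the other library of that batch, VTA A replicate 2, had 63.8 CPM, below the 67.1 to 76.8 CPM of the other cross A libraries. The direction was therefore opposite in the 2 libraries of the batch, but with 1 library per cross a batch effect cannot be told apart from variation between rats. No biological explanation was tested.

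The difference between the crosses depended on the injection for 1 gene in NAc core. When the 8 rats were assigned to the 4 cells in 60 of 315 possible ways, 15 of the 60, the real one included, gave at least 1 gene. ENSRNOG00000034040, named after its values were seen, had 0 counts in 11 of the 24 libraries and 115 to 228 in the others, and in 5 of the 8 rats it was at 0 in 1 region and over 100 in another. A count that switches between 0 and high values within a rat is consistent with estimated reads moving between similar sequences.

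In NAc shell 57 genes had such a dependence, 55 of them with a larger excess of cross A in the nicotine-injected rats. Only 2 of the 60 assignments, the real one included, gave as many (the other reached 87), so the grouping of the rats alone rarely gave such a count. Counts that switch between 0 and high values are argued against, since 3 of the 57 genes had a 0 in any NAc shell library. A batch effect shared by NAc core and NAc shell is argued against by the NAc core interaction of the 55 genes, whose median was 0.0629 (random lists of the same expression gave -0.05 to 0.08); 34 of the 57 had the same direction in NAc core, 7 at an unadjusted p under 0.05. A batch effect in the NAc shell libraries alone remains open. In the nicotine-injected rats, whose crosses lay in batches E and F, 120 genes differed, and 49 of the 57 were among them, and batch and cross cannot be told apart there. The balance of core and shell tissue in the dissections also remains open. The 55 genes had a median NAc core minus NAc shell difference of 0.55, where random lists gave -0.03 to 0.05. With each library's position on a core to shell axis as a covariate, built without the 57 genes, 50 genes were called, and 23 of them were among the 57. The positions themselves did not separate the nicotine-injected cross A and saline-injected cross B rats from the others (two-sided exact permutation p = 0.0857, smallest possible 0.0286). A difference between the crosses in their response to the earlier injections stays open as well and was not tested separately from batch.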

How the results depend on the processing

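The alternatives were set before the data were examined, except the fits without VTA A replicate 2 under DESeq2, with a covariate or in region comparisons, the core to shell axis, and for single named genes the filters, batch as a covariate, nicotine-injected rats alone and the fit over 24 libraries, which were chosen after seeing the data. The cause of the changes below was not tested, except that fits on part of the rats had fewer libraries.

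DESeq2 called 60 genes between the crosses in NAc core, 5 in NAc shell and 6 in VTA, where all 6 were higher in cross A. Without VTA A replicate 2 it called 6 in VTA as well, but 3 were higher and 3 lower in cross A. For the injection it called 3 genes in NAc core, 4 in NAc shell and 4 in VTA, and for the interaction of cross and injection 17, 225 and 79. It gave no adjusted p for ENSRNOG00000022595 in NAc core, and its 60 genes included 2 of edgeR's 3. Nicotine-injected rats alone gave 19 genes in NAc core and 120 in NAc shell, with 1944 at an unadjusted p under 0.05 in NAc shell. Saline-injected rats alone gave 4 in NAc shell, with 409 at an unadjusted p under 0.05 there and 492 in VTA. One fit over all 24 libraries gave 0 genes in NAc core and 0 in NAc shell, with 363 at an unadjusted p under 0.05 in NAc shell and 2121 in VTA. With injection as a covariate 0 genes passed between the crosses in NAc shell, at 613 with an unadjusted p under 0.05, and with cross as a covariate 1 gene passed for the injection in NAc core. Median-ratio size factors, filterByExpr, no filter and batch as a covariate left the counts between the crosses within 1.5 times.

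Spearman's rho between NAc core and NAc shell was 0.29, and r was 0.56 over genes with a mean of at least 100. Between NAc core and VTA these values were -0.0564 and -0.0696, a change of sign from 0.02. The first principal component of all tested genes held 47.6% of the variance.

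The fits that each left out 1 replicate gave 1 to 3 genes between the crosses in NAc core, 0 to 3 in NAc shell and 0 to 0 in VTA. At an unadjusted p under 0.05 they gave 1129 to 1750 in NAc core, 431 (without A replicate 2) to 1112 (without B replicate 13) in NAc shell, and 409 (without B replicate 13) to 1802 (without A replicate 11) in VTA. For the injection they gave 0 to 0, 0 to 1 (without A replicate 11 in NAc shell) and 0 to 0 genes in the 3 regions. Between NAc core and NAc shell they gave 1944 to 2512, between NAc core and VTA 9260 to 10415 and between NAc shell and VTA 8933 to 10171, and 0 to 0 for each interaction of cross and region. The correlation ranged from 0.15 (without replicate 4) to 0.24 (without replicate 11) between NAc core and NAc shell, from -0.0272 (without replicate 16) to 0.0479 (without replicate 13) between NAc core and VTA, and from -0.02 (without replicate 3) to 0.05 (without replicate 2) between NAc shell and VTA.

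With rat as a replicate block, 2724 genes differed between NAc core and NAc shell, 9734 between NAc core and VTA and 9474 between NAc shell and VTA, and 0 had an interaction of cross and region in each pair. Without VTA A replicate 2 alone, 10703 genes differed between NAc core and VTA and 10414 between NAc shell and VTA. Without it, 1181 genes had an unadjusted p under 0.05 between the crosses in VTA, 1262 under DESeq2 and 1123 with the injection as a covariate.

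For the named genes, 142 values under alternatives kept the direction of the fold change. In 104 the call was the same, in 36 a gene was no longer past the threshold, and in 2 (ENSRNOG00000022414 under DESeq2, with and without VTA A replicate 2) it passed. ENSRNOG00000048248 did not pass filterByExpr in VTA and has no value there. In NAc core the adjusted p ranged from 2.30e-06 to 0.650 for ENSRNOG00000006761, and from 2.89e-09 to 0.315 for ENSRNOG00000002592.

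Fits on autosomal genes, the gene lists, the X-linked share and the genes the study names were not run, since neither the deposited table nor the gene table of the reference pairs the IDs with symbols or chromosomes. On counts simulated at the depth and spread of the NAc core libraries, with 4 per cross, 8.5% of 1.3-fold changes were recovered. Other depths, and the spread of the VTA libraries, were not simulated.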

Other observations

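The divisions of the rats for the counts between crosses, injections and regions were chosen before the data were examined. The batch test set beforehand, on the fold changes of called genes, was dropped where these genes had been chosen on the same libraries. The batch tests given here, the tests on genes that switch between 0 and high counts, the divisions for the injection at an unadjusted p, without VTA A replicate 2 and for the interaction of cross and region, and the comparison of pairs of VTA libraries were chosen after the results were seen.

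The number of genes with an unadjusted p under 0.05 between the crosses in NAc shell was 652 in edgeR's test. This was higher than the number the study reported with DESeq2. DESeq2 gave 638 here, so the choice of edgeR did not account for the difference. In NAc core and VTA DESeq2 gave 1586 and 1075, close to the study's numbers. The cause in NAc shell was not tested.

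Among the 35 divisions of the 8 libraries of a region into 4 and 4, the real one included, 2 gave as many genes with an adjusted p under 0.05 as the crosses in NAc core (3 genes), 6 in NAc shell (1 gene) and 35 in VTA (0 genes). At an unadjusted p under 0.05, 1 of the 35 gave as many in NAc core, 20 in NAc shell and 11 in VTA. In NAc core the other divisions had a median of 705.5 and a maximum of 1224 genes. Without VTA A replicate 2, 6 of the 35 divisions gave as many genes in VTA as the 1181 of the crosses. In NAc shell the division that joins nicotine-injected cross A rats with saline-injected cross B rats gave 61 genes with an adjusted p under 0.05, the most of the 35. For the injection, 5 of the 35 divisions gave as many genes at an unadjusted p under 0.05 in NAc core, 28 in NAc shell and 31 in VTA. Where 0 genes had an adjusted p under 0.05, as for the crosses in VTA, the injection in each region and the interaction of cross and region, all 35 of 35 divisions reach that count by necessity, which says nothing about the grouping. The r between NAc core and NAc shell was reached by 1 of the 35 divisions, that between NAc core and VTA by 19 and that between NAc shell and VTA by 25. For regions, 1 of 40 exchanges within rats gave as many genes for each pair; the other exchanges reached 476, 5740 and 5928 genes.

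Preparation batch could produce differences between the crosses, as batch E held cross A only and batch F cross B only. For ENSRNOG00000022595 these batches are argued against as the whole cause. It was chosen on NAc libraries, and in the VTA libraries of batch G it held 52 and 65 counts in cross A and 0 in the 1 library of cross B. Within batch G it also held 57 and 59 counts in cross A in NAc core and 49 and 38 in NAc shell, with 0 in cross B. For the other genes it remains open. Within batch G in NAc core, ENSRNOG00000006761 stood at 57.0 and 57.5 CPM in cross A against 42.0 and 40.2 CPM in cross B. ENSRNOG00000002592 stood there at 10.8 and 8.43 CPM against 25.7 and 19.5 CPM. These values go against batches E and F as the whole cause for these genes. Both genes were chosen partly on these libraries, however, so the values do not settle it. ENSRNOG00000002592 was lower in cross A within batch G in the regions where it was not chosen, at 16.2 and 16.5 CPM against 20.0 and 22.4 CPM in NAc shell and at 6.43 and 7.23 CPM against 11.3 CPM in VTA, but these are few libraries. ENSRNOG00000006761 passed the threshold in NAc core alone, where it was chosen. With batch as a covariate their NAc core log2 fold changes were -1.23 and 0.48, and none of the 3 genes called in NAc core passed. Of the genes at an unadjusted p under 0.05 in the nicotine-injected rats, 62.2% had the same direction in the saline-injected rats in NAc core, 37.8% in NAc shell and 48.3% in VTA. In reverse, from saline-injected to nicotine-injected rats, the shares were 66.0%, 33.3% and 43.5%. Genes at an unadjusted p under 0.05 in both groups of rats had the same direction for 140 of 178 in NAc core, 25 of 162 in NAc shell and 14 of 29 in VTA. The NAc core shares among genes at an unadjusted p under 0.05 go against batch as the whole cause there, but r over all genes was low. Genes are also not independent replicates, and 2 rats per cross in each group are too few to decide. The r between NAc core and NAc shell was 0.14 in the saline-injected rats of batch G, against 0.06 and -0.04 for the other 2 ways to pair these 4 rats, which are too few to decide. The cross itself stays among the open explanations.

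Of the 16289 tested genes, 106 (0.651%) had a mean count over 50 and a 0 in at least 1 library. Counts shifting between genes of near-identical sequence are a candidate explanation for part of them: 29 (27.4%) had another gene whose counts ran against theirs within regions at r under -0.9, against a median of 1 and a maximum of 5 in 50 shuffles. Sampling at this depth is argued against, as simulated counts gave a median of 15 such genes and a maximum of 18. A property of the rat is argued against, since 13.4% of the other libraries of the same rat were also at 0, within the 10.3% to 15.0% of shuffled rats. Genes of this kind made up 2 of the 60 that DESeq2 called between the crosses in NAc core, 0 of 5 in NAc shell and 1 of 6 in VTA.

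VTA A replicate 1 and VTA A replicate 2 shared 23 of the genes over 4-fold above the mean of the 6 VTA libraries other than these and above the NAc mean (145 and 81 genes). The other 27 pairs of VTA libraries, each set against the remaining 6, shared a median of 7 and at most 10. The pair was singled out after its values were seen, and no explanation was tested. The VTA fold changes between the crosses correlated with the difference between NAc and VTA at r = 0.25 across genes, which are not independent replicates, and at -0.01 without VTA A replicate 2.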
